A study of Mus musculus with 4 samples. Its data were reported in "Targeting enhancer switching overcomes non-genetic drug resistance in acute myeloid leukaemia" (2019).

How the data were processed

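Click-seq was used to find the parts of the genome from which a bead-bound BET inhibitor captures chromatin. BET proteins read acetylated histones through their bromodomains, and JQ1 is a small molecule that fills the pocket of these domains. Per the labels, cells were cross-linked with formaldehyde, chromatin was released by sonication, biotinylated JQ1 already joined to beads by click chemistry pulled down the bound fragments, and libraries were prepared with a ThruPLEX kit. The cells were mouse haematopoietic progenitors of the C57BL/6 strain transformed by MLL-AF9, a fusion oncogene of acute myeloid leukaemia. Resistant cells were kept in 1000 nM of the BET inhibitor IBET with 0.1% DMSO, and sensitive cells in 0.1% DMSO, both with IL-3 at 10 ng/ml and 20% FCS.

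Peak lists of 2 libraries were analysed, 1 from resistant cells and 1 from sensitive cells. The 2 input libraries were not analysed here, nor was a library of resistant cells treated with an LSD1 inhibitor. The submitters' processing notes name bcl2fastq 2, BWA and MACS2 and the mouse build GRCm38 (mm10). The methods of the study describe alignment, removal of duplicate, blacklisted and mitochondrial reads, and MACS2 default parameters for its ChIP-seq; for Click-seq itself these settings are not given in the sources used here. Each list was called on its own library, with no pooling seen. In each deposited list the authors gave a fold enrichment (a ratio of the summit pileup over the local background), a −log10 p-value, a −log10 q-value and a score per peak, and the score was 10 times the −log10 q with its decimals dropped. These values are the authors' and were used only to describe, rank or filter peaks within a list. Both lists end at a q-value of 0.05.

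The lists give no read totals. The number of fragments over each summit, called the pileup below, and the local background were recovered from the deposited fold enrichment and −log10 p, because MACS2 computes the first as pileup plus 1 over background plus 1 and the second from a Poisson distribution. Whole pileups were recovered for 100.0% of the summits of both lists within a tolerance of 0.001. On simulated summits 100.0% of the pileups came back exactly, and none of those made with a fractional pileup was taken as whole. The lowest background, 1.28 fragments in the sensitive and 1.246 in the resistant list, divided by the shortest peak (240 and 232 bp), which was taken as the fragment length, implied a ratio of sequenced fragments of 1.006, resistant over sensitive. At 28 sensitive peaks and 1 resistant peak the background was lower than the peak's own fragments would have made it over a 10 kb window, so it was not computed from the captured library with the default window there.

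Peaks were placed on GENCODE M21 protein-coding genes of GRCm38, and no peak ran past the end of a chromosome. A promoter peak had its summit within 1000 bp of an annotated transcription start site; other summits were called exonic, intronic or intergenic. Peaks were ranked by −log10 p, and the 20000 strongest of each list were compared so that their number was equal. Their significance was not: the weakest of them had a −log10 q of 7.77 in the sensitive and 10.62 in the resistant list, so gene lists were also compared at a −log10 q of at least 10 in both, and with the lowest −log10 q of these sensitive peaks, called the sensitive bar, applied to both. Overlap meant at least 1 bp, and its chance level came from 100 circular shifts of a list within chromosomes. Shares carry Wilson 95% intervals, which cover counting error only. With 1 library per group there is no test and no p-value, and every difference is between these libraries rather than between the conditions. Gene lists, 15 in all, were compared with 10000 random lists of protein-coding genes of the same size, matched on the number of start sites within 50 kb where peaks within 50 kb were counted. A list of IBET-responsive genes came from the study, which chose it by RNA-seq of other libraries as genes repressed by 6 h of IBET in drug naïve cells; 849 of its 899 genes matched an annotated protein-coding gene, and all members of the other 14 lists matched. Random lists hold genes that these cells may not express. Percentiles counted part of the random lists tied with a gene list as lower than it. Consensus sequences of 12 motifs were sought in 200 bp around each summit and in windows 1000 bp to either side. Regions were formed by joining the 20000 strongest peaks over gaps of up to 12500 bp.

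The genes and peaks named were chosen by rule: the members of the lists of core and enhancer genes with Irf8, Spi1, Med1, Itgam, Cd86, Ly6g, Kit, Meis1 and Hoxa9; per library the 10 peaks of highest fold enrichment, the 10 of highest −log10 p with no peak of the other list within 1 kb, and the 5 regions covering the most bases; and per list and library up to 4 members with the highest −log10 p at the promoter. Some items that this rule names are not reported here. A peak takes the name of the nearest protein-coding start site within 50 kb. Lists, motifs, comparisons, 20 alternatives and the count of genes at the 20000 strongest peaks were fixed before the data were examined, and 17 alternatives, the chromosome segments and the gene families were chosen afterwards. The overlap, list and motif code was tested on simulated data: 300 planted overlaps were found, and 1 of 100 random lists passed the 95th percentile. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.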

Results

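To compare where BET bromodomains can be engaged in BET inhibitor resistant and sensitive leukaemia, Click-seq was performed on resistant cells kept in IBET and on sensitive cells kept in DMSO, with 1 library each. The sensitive library gave 143540 peaks with a median length of 316 bp, covering 56.0 Mb or 2.05% of the chromosomes. The resistant library gave 279233 peaks with a median length of 326 bp, covering 115.8 Mb or 4.25%. The median summit held 11 fragments in the sensitive and 12 in the resistant library.

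The promoter of Pgk1, a glycolytic enzyme gene, held the strongest peak of both libraries, with 390 fragments at the summit in sensitive cells (chromosome X, 106186521 to 106187414) and 200 in resistant cells (106186564 to 106187402). Promoters of Mta3, Casd1 and Snrpb, the last a gene of the spliceosome, were among the 10 peaks of highest fold enrichment in both libraries. Snrpb had 189 fragments in sensitive cells and 88 in resistant cells. Further sensitive peaks in this group lay at the promoters of Ndufc2, Nfyc, Cdk5rap1 and Nsd1, a histone methyltransferase gene, and in an intergenic stretch of chromosome 17 at 4626076 to 4626777, 368565 bp from the nearest protein-coding start site. Further resistant peaks lay at the promoters of Lrp6 and Cog4, near Ndufs3 and Vmn1r3, and over a coding exon of Sfi1 on chromosome 11.
Sensitive cells had fewer peaks and more very strong ones. A fold enrichment of at least 15 was reached by 633 sensitive and 21 resistant peaks, and one of at least 8 by 4831 and 13529.

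In the lists as deposited most sensitive peaks overlapped a resistant peak, whereas most resistant peaks overlapped no sensitive one, the resistant list being 1.95 times as long. Of the sensitive peaks 68.7% (95% interval 68.4 to 68.9) overlapped a resistant peak, against 9.43% by chance. Of the resistant peaks 35.0% (34.9 to 35.2) overlapped a sensitive peak, against 4.90% by chance. The sensitive share fell to 49.0% at a −log10 q of at least 5 in both lists and to 42.0% when 50% reciprocal overlap was asked for. Among the 1000 strongest sensitive peaks 98.7% (97.8 to 99.2) overlapped a peak of the whole resistant list, and 78.1% (75.4 to 80.6) of the 1000 strongest resistant peaks overlapped a sensitive one. When equal numbers were compared, 15.05% (14.6 to 15.5) of the 20000 strongest sensitive peaks and 15.15% (14.7 to 15.6) of the 20000 strongest resistant peaks were shared, with 1.13% by chance in both directions. Within these 20000, resistant promoter peaks were shared more often than other resistant peaks, at 56.4% (54.6 to 58.2) against 7.97% (7.57 to 8.39). In the sensitive library the same shares were 21.3% (20.4 to 22.2) and 11.1% (10.5 to 11.6), with 7804 promoter peaks among the 20000 strongest against 2964 in the resistant library.

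Promoters dominated the strongest peaks of sensitive cells but not those of resistant cells. They made up 39.0% (38.3 to 39.7) of the 20000 strongest sensitive peaks and 14.8% (14.3 to 15.3) of the resistant ones, whereas 1.98% of the bases lie within 1000 bp of a start site. Promoters were 90.4% (88.4 to 92.1) of the 1000 strongest sensitive peaks and 34.5% (31.6 to 37.5) of the resistant ones, and 78.8% (77.5 to 80.1) and 18.7% (17.5 to 20.0) of those ranked 1001 to 5000. Exons outside promoters took 9.23% (8.84 to 9.64) of the 20000 strongest sensitive and 19.1% (18.6 to 19.7) of the resistant peaks, and introns 28.3% and 38.4%. The gap narrowed within the 20000 strongest. Promoters were 43.96% of sensitive and 13.8% of resistant peaks at ranks 5001 to 10000, and 15.49% and 11.8% at ranks 10001 to 20000. Below the 20000 strongest the libraries came closer still. Promoters were 9.49% and 9.75% of the peaks ranked 20001 to 50000, and 6.79% (6.57 to 7.01) and 8.44% (8.20 to 8.68) of those ranked 50001 to 100000.

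**Figure D1:**
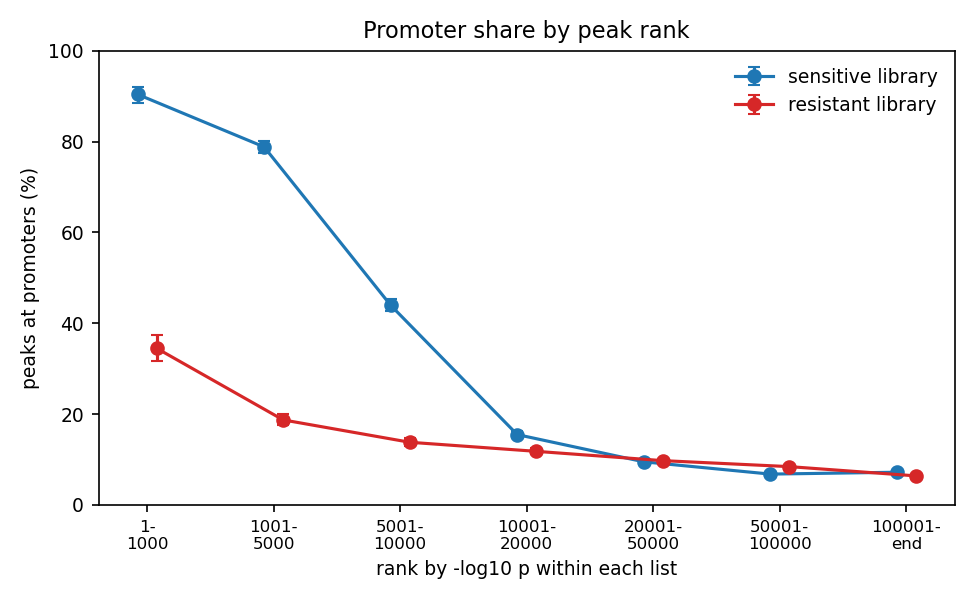
Share of peaks at promoters (%, vertical axis) by rank of −log10 p within each list (horizontal axis) for the sensitive and resistant libraries, with Wilson 95% intervals as bars. The 1000 strongest peaks are at promoters in 90.4% of sensitive and 34.5% of resistant cases, and at ranks 20001 to 50000 the shares are 9.49% and 9.75%.

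Of 21938 protein-coding genes, 8052 had a promoter peak among the 20000 strongest of sensitive cells and 3093 among those of resistant cells, with 1958 in both, where independent sets would share 1135. In the lists as deposited 13771 genes (62.8%) had a promoter peak in sensitive and 15171 (69.2%) in resistant cells, and 12327 had it in both. At a −log10 q of at least 5 the shares were 49.1% and 53.0%, at one of at least 10 they were 30.8% and 17.1%, and with the −log10 q of the weakest of the 20000 strongest sensitive peaks, 7.77 (the sensitive bar), applied to both lists they were 36.7% and 30.1%.

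Genes repressed by IBET in drug naïve cells, called IBET-responsive here, were marked more often among the 20000 strongest peaks of the sensitive library, as were protein-coding genes at large (36.7% and 14.1%). Of the 849 IBET-responsive genes 633 (74.6%) had a promoter peak among the 20000 strongest in sensitive cells and 222 (26.1%) in resistant cells, with 200 in both. Random lists held a median of 311 and 119, and both libraries were above all 10000 of them. At the sensitive bar 633 and 405 were marked, against medians of 311 and 255. In the lists as deposited the libraries were close, with 764 (90.0%) and 722 (85.0%) of these genes marked and 688 in both. Mrpl3 and Mrps35, genes of the mitochondrial ribosome, Dhx15 and Sf3b3, genes of splicing, and Nsd1 were among the members with the strongest promoter peaks. The Mrpl3 promoter (chromosome 9, 105053139 to 105053702) held 114 fragments in sensitive and 52 in resistant cells. Nsd1 held 143 and 52.

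Myc, Bcl2 and Cdk6, the survival and proliferation genes at the centre of the study, each had a promoter peak among the 20000 strongest of sensitive cells, and none did in resistant cells. The weakest of these 20000 had a −log10 q of 7.77 in the sensitive and 10.62 in the resistant list, so the resistant Cdk6 peak, at 9.11, would have been marked by the sensitive bar, whereas those of Bcl2 and Myc, at 6.28 and 5.51, would not. At a −log10 q of at least 10 in both lists the 3 genes were marked in sensitive cells alone. At the Myc promoter (chromosome 15) the sensitive peak spanned 61984796 to 61985950 with 25 fragments over a background of 2.87, and the resistant peak spanned 61985584 to 61985856 with 20 over 4.64. Bcl2, an inhibitor of cell death on chromosome 1, had 26 fragments over 1.88 in sensitive and 18 over 3.32 in resistant cells. Cdk6, a cell cycle kinase on chromosome 5, had 30 over 2.48 and 26 over 4.64. All 3 promoters thus had a peak in both lists as deposited, and the local background was higher in the resistant list at each.

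Regulators of enhancers followed the same order among the 20000 strongest, with 15 of 18 members marked in sensitive and 6 in resistant cells. These counts were at the 100.0th and 98.0th percentiles of random lists. There were 13 and 7 at a −log10 q of at least 10, 15 and 10 at the sensitive bar, and 17 and 16 as deposited. The 6 among the 20000 strongest of resistant cells were Phf21a, Zmynd8, Kmt2b, Ep300, Kmt2d and Kdm6a. Each was also marked in sensitive cells. Hdac2 ranked highest of the list in sensitive cells, with 49 fragments there and 27, outside the 20000 strongest, in resistant cells. Ep300, a histone acetyltransferase gene, ranked highest in resistant cells, with 30 fragments there and 54 in sensitive cells. Zmynd8 had 56 fragments at its strongest promoter peak in sensitive and 21 in resistant cells, at different start sites. Kdm1a, which encodes the demethylase Lsd1, had 36 and 17 fragments, the latter outside the 20000 strongest. The resistant peaks of Rcor1, Hdac2, Gse1 and Kdm1a, with a −log10 q of 10.57, 9.74, 8.75 and 8.45, were outside the 20000 strongest but passed the sensitive bar. Crebbp and Hmg20b were outside the 20000 strongest in both libraries, Hdac3 had no promoter peak in sensitive cells, and Chd4 and Hdac1 had none in resistant cells. Among BET proteins and elongation factors 10 of 14 were marked in sensitive and 6 in resistant cells, 10 in each at the sensitive bar, and 12 in each as deposited. Brd2 had 85 and 31 fragments, Med1, a Mediator subunit gene, had 61 and 19, and Cdk8 was marked in resistant cells alone.

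Hoxa, Meis and other MLL-linked genes were marked in 11 of 16 cases in sensitive and 7 in resistant cells. These counts were at the 99.5th and 99.8th percentiles of random lists. The genes were marked in 11 cases each at the sensitive bar, and in 14 and all 16 as deposited. Dot1l, the H3K79 methyltransferase gene, had 96 and 36 fragments. Hoxa9 and Meis1, partners in MLL leukaemia, diverged. Hoxa9 had 28 fragments in sensitive cells and 16, outside the 20000 strongest, in resistant cells, at neighbouring peaks that did not overlap. Meis1 had 27 and 26. Mecom, another leukaemia factor gene, ranked 1367 in the resistant list and 19102 in the sensitive list, at neighbouring peaks that did not overlap. Stem and progenitor genes were marked in 13 of 22 and 5 of 22 cases, at the 98.2nd and 86.4th percentiles, with Bmi1, Tal1, Etv6, Fli1 and Msi2 in both libraries. At the sensitive bar they were marked in 13 and 7, at the 98.2nd and 57.2nd percentiles. As deposited 19 and 21 had a promoter peak, at the 99.1st and 99.8th percentiles. Kit, a stem cell factor receptor gene, had 27 and 13 fragments.
Myeloid transcription factors were marked in 10 of 16 and 4 of 16 cases, at the 97.8th and 87.5th percentiles, and in 10 and 8 at the sensitive bar, but as deposited in 12 and all 16, at the 83.3rd and 99.9th. Spi1, which encodes Pu.1, had 44 fragments in sensitive and 26 in resistant cells, the latter at rank 20679 with a −log10 q of 10.32, above the sensitive bar. Irf8 had no promoter peak in sensitive cells and 18 fragments in resistant cells. This resistant peak was outside the 20000 strongest but, with a −log10 q of 9.31, above the sensitive bar. Irf4 and Batf2 were marked in resistant cells alone.

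Markers of T and NK cells, of erythroid cells and megakaryocytes and of tissues other than blood were seldom marked among the 20000 strongest sensitive peaks, whereas myeloid differentiation genes were lower than most random lists there and lower than nearly all in the lists as deposited. Myeloid differentiation genes had 10 of 36 members marked in sensitive and 2 in resistant cells, at the 13.2nd and 6.39th percentiles, with Cd14 and Csf2ra in both. Itgam and Cd86, surface markers of differentiated myeloid cells, had no promoter peak in either list, and Ly6g had none in sensitive cells. T and NK cell markers had 1 of 16 and 0 of 16 members marked (0.330th and 4.62nd percentiles), non-blood markers 3 of 32 in each (0.0150th and 23.8th), B cell markers 2 of 12 and 1 of 12 (7.995th and 31.4th), and erythroid and megakaryocyte markers 1 of 16 and 2 of 16 (0.400th and 46.2nd). With 14.1% of all genes marked in resistant cells, 0 of 16 is already at the 4.62nd percentile, so lists of this size hardly show a lack of peaks there. At the sensitive bar the numbers in sensitive and resistant cells were 1 and 2 for T and NK, 3 and 10 for non-blood, 2 and 4 for B cell, and 1 and 6 for erythroid and megakaryocyte markers, and 10 and 6 for myeloid differentiation genes, with the last at the 13.3rd and 3.73rd percentiles. As deposited, non-blood markers had a promoter peak in 18 and 25 of 32 cases, at the 21.9th and 86.1st percentiles, B cell markers in 6 and 9 of 12 (18.99th and 65.5th), erythroid and megakaryocyte markers in 7 and 10 of 16 (6.30th and 28.1st), T and NK cell markers in 7 and 9 of 16 (6.59th and 14.2nd), and myeloid differentiation genes in 17 of 36 in both (2.81st and 0.340th). Among the 5000 strongest, 2 and 1 myeloid differentiation genes were marked, at the 0.835th and 27.0th percentiles. The Wnt pathway had 8 of 30 and 7 of 30 members marked, at the 12.5th and 91.8th percentiles, with Lrp6, a Wnt co-receptor gene, at rank 9 and rank 3. At a −log10 q of at least 10 the order turned, with 8 and 9 of the 30 at the 31.7th and 96.1st percentiles, and at the sensitive bar there were 8 and 14, at the 12.5th and 97.1st. As deposited 22 and 28 of the 30 had a promoter peak, at the 88.8th and 99.95th percentiles.

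Genes of the ribosome were widely marked in sensitive cells. Ribosomal protein genes had 40 of 42 members marked in sensitive and 24 in resistant cells, above 100.0% of random lists in both libraries. Each of the 24 was also marked in sensitive cells. Rps7 had 130 and 50 fragments and Rpl5 had 137 and 68. At the sensitive bar 40 and 26 were marked, at the 100.0th and 99.99th percentiles of random lists. Ribosome biogenesis genes had 20 of 22 members marked in sensitive cells, above 100.0% of random lists, and 4 of 22 in resistant cells, at the 71.5th percentile, or 10 at the sensitive bar, at the 93.0th. As deposited 42 and 40 of the 42 ribosomal protein genes and 22 and 18 of the 22 biogenesis genes had a promoter peak, so the gap between the libraries was smaller there. The 4 biogenesis genes marked among the 20000 strongest of resistant cells, Nop56, Fbl, Ubtf and Wdr43, were marked in both libraries.

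**Figure D2:**
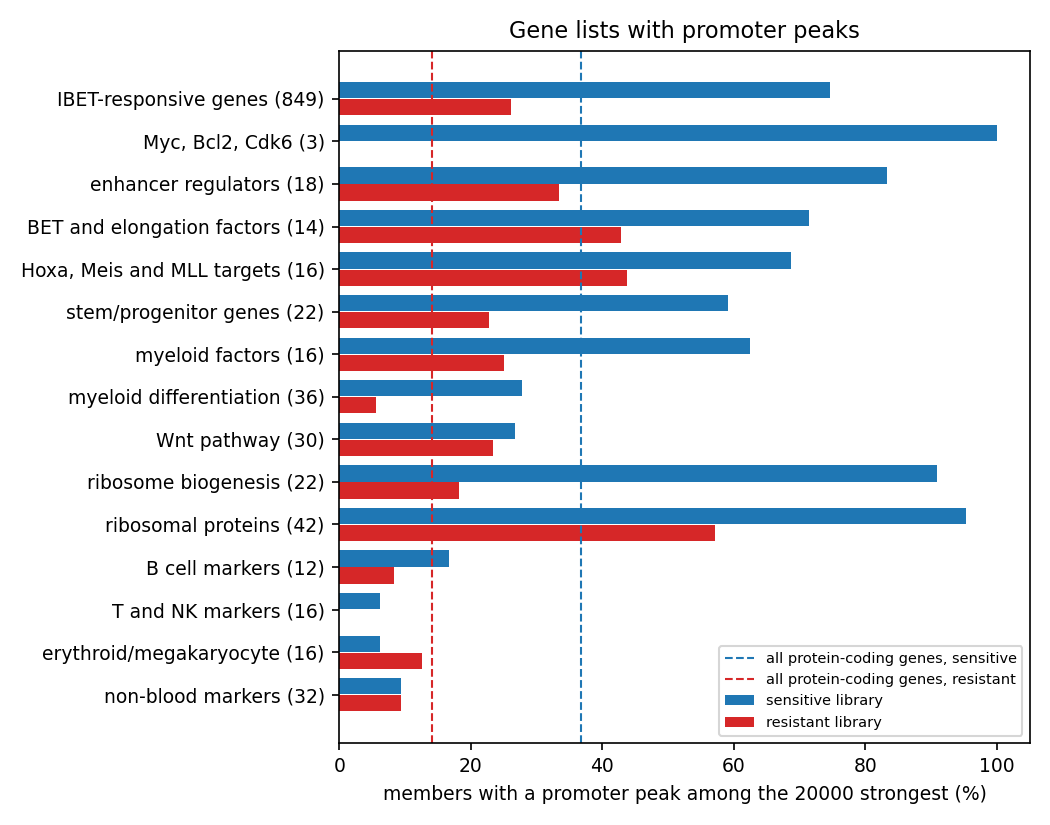
Share of each gene list (%, horizontal axis; list sizes in brackets) with a promoter peak among the 20000 strongest of the sensitive and resistant libraries, with dashed lines for all protein-coding genes (36.7% and 14.1%). Bars are counts in 1 library each; ribosomal protein genes reach 95.2% and 57.1%.

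The study looked for enhancers within 50 kb of IBET-responsive genes, so peaks were counted over this distance. IBET-responsive genes had a mean of 3.37 of the 20000 strongest sensitive peaks within 50 kb, against 2.11 in matched random lists, and 2.79 of the resistant peaks, against 1.93. With promoter peaks left out the means were 1.65 against 1.04 in sensitive and 2.19 against 1.53 in resistant cells. All 4 means were above those of all 10000 random lists. Hoxa, Meis and MLL-linked genes had a mean of 7.88 sensitive peaks against 2.69 in random lists, the 100.0th percentile, and 2.44 resistant peaks against 2.19, the 63.4th percentile. Hoxa genes lie close together and share peaks within 50 kb. Myeloid factors had means of 3.31 and 3.38 peaks, at the 99.4th and 98.7th percentiles of random lists.

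Peaks with no counterpart within 1 kb numbered 25043 (17.4%, 17.3 to 17.6) in sensitive and 133474 (47.8%, 47.6 to 48.0) in resistant cells. The 10 strongest of sensitive cells were all at promoters: Srsf6, a splicing factor gene, Ckap2, Zkscan1, Zfp706, Scaper, AW549877, Eef1e1, Zfp207, Pabpc1 and Hexim1, an inhibitor of the elongation factor P-TEFb. Srsf6 (chromosome 2, 162930905 to 162931926) held 65 fragments over a background of 2.75. Ckap2 lies in the first 30 Mb of chromosome 8, and Zfp706, AW549877 and Pabpc1 in the first 80 Mb of chromosome 15. Scaper lies at 50 to 60 Mb on chromosome 9. Among the 20000 strongest, these segments had ratios of resistant to sensitive non-promoter peaks of 0.185, 0.688 and 0.227. The 10 Mb bins of the other genes listed had ratios from 1.008 to 1.56. The 10 strongest of resistant cells had 1 promoter, that of Lrif1 on chromosome 3, with 31 fragments over 1.246. Of the rest 5 lay on chromosome 7, near Obox2, Ccdc61, Fam169b, Lrrc28 and Rps16, and another lay near Fgl1. The remaining 3, on chromosomes 2, 4 and 15, had no start site within 50 kb.
The 5 regions with most covered bases were on chromosome 7 in resistant cells and on 5 different chromosomes in sensitive cells. Peaks in these regions were counted among the 20000 strongest of each library only. The largest resistant region, at Sipa1l3 (29307507 to 29488334), joined 53 peaks over 45411 covered bp, where sensitive cells had 9 peaks. The next joined 37 peaks around Kmt2b and Lin37, and others lay at Myo7a and Omp and at Gemin7 and Zfp296. In sensitive cells the region at Hjurp and Trpm8 on chromosome 1 joined 27 peaks over 21934 bp, where resistant cells had 33. Second came the Hoxa cluster on chromosome 6 (52212011 to 52263424), with 18 sensitive and 3 resistant peaks. In the lists as deposited the libraries were close there, with 37 sensitive and 33 resistant peaks within 50 kb of Hoxa9. The next sensitive regions were at Piezo1 and Cdt1, at Adap1 and Cox19, and at Bak1 and Itpr3.

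The chromosomes were not marked evenly, and the segments described here were chosen after the peak counts along the chromosomes were seen. On chromosome 7 before 110 Mb there were 2449 non-promoter peaks among the 20000 strongest of resistant cells and 598 among those of sensitive cells, a ratio of 4.095, and from 110 Mb on there were 300 and 258, a ratio of 1.16. Over all deposited non-promoter peaks the step was small, with ratios of 2.46 and 2.07. Genome-wide the resistant and sensitive numbers were 17036 and 12196 among the 20000 strongest, and 257661 and 126359 over all. Equal numbers are thus not the genome-wide level. The segment from 110 Mb on was below that level among the 20000 strongest. Among the 20000 strongest, the first 30 Mb of chromosome 8 held 24 resistant and 130 sensitive non-promoter peaks, a ratio of 0.185. The first 80 Mb of chromosome 15, which holds Myc, held 517 and 752, a ratio of 0.688. Over all non-promoter peaks these segments had ratios of 0.851 and 1.249. Both segments were thus below the genome-wide level in both settings. Chromosomes 14 and 16 had ratios of 2.04 and 1.94 among the 20000 strongest and 2.46 and 2.21 over all. Chromosome X held 0.373% of the sensitive and 0.614% of the resistant peaks but 6.28% of the bases. Among non-promoter peaks it held 259 and 1360 over all, but 48 and 8 of the 20000 strongest, the opposite order.

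**Figure D3:**
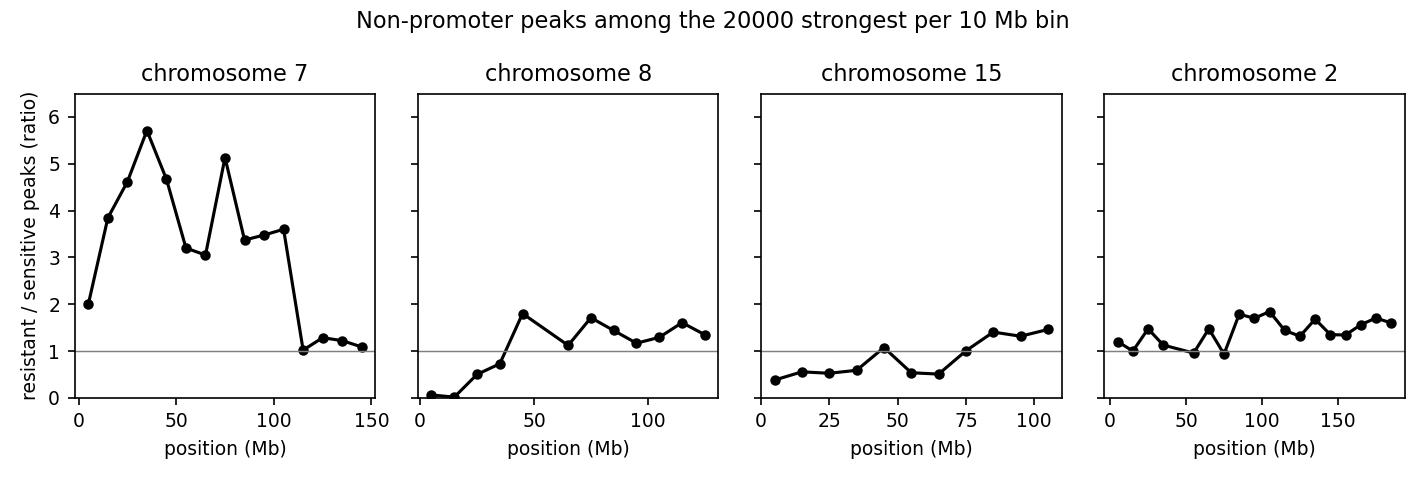
Ratio of resistant to sensitive non-promoter peaks among the 20000 strongest of each list (vertical axis) per 10 Mb bin (horizontal axis, Mb) on chromosomes 7, 8, 15 and, for comparison, 2; bins with fewer than 10 sensitive peaks are not drawn. On chromosome 7 the ratio drops from 3.60 to 1.02 at 110 Mb, whereas over all non-promoter peaks it is 2.25 and 2.23 in the same bins.

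Motifs of GC-rich promoters and of the E-box were more frequent at summits than in the flanks. Among the 20000 strongest peaks the Sp/Klf GC box was found at 2.80% (2.58 to 3.04) of sensitive and 1.77% (1.59 to 1.96) of resistant summits, and the E-box bound by Myc and Max at 5.01% (4.71 to 5.32) and 5.15% (4.85 to 5.46). The flanks held the GC box at 1.14% (1.038 to 1.246) and 0.880% (0.793 to 0.976) and the E-box at 3.11% (2.94 to 3.28) and 3.19% (3.02 to 3.36). Nrf1 motifs were also more frequent in both. The Pu.1 motif was more frequent at summits than in flanks in sensitive cells, at 1.72% (1.54 to 1.90), and overlapped the flanks in resistant cells, at 1.19% (1.05 to 1.35). C/EBP, Runx, Gata, Hox-Meis, Tcf/Lef and the joint ETS-IRF motif were less frequent at summits in both libraries, and AP-1 and CTCF motifs overlapped the flanks. Among non-promoter peaks of the sensitive library the AP-1 motif was more frequent at summits, at 4.19% (3.85 to 4.56) against 3.39% (3.17 to 3.63) in flanks, and in the resistant library it was not, at 3.28% (3.02 to 3.55) against 3.39% (3.203 to 3.587). Summit sequence was rich in GC: non-promoter peaks among the 20000 strongest averaged 57.0% GC and 5.19 CpG per 200 bp in sensitive and 58.2% and 5.46 in resistant cells, against 42.0% and 1.70 in random autosomal windows. Random windows of like GC content held 4.68 and 5.04 CpG, so most of the CpG excess goes with GC content. Flanks were not matched to summits in GC content, so the motif differences between them were not separated from base composition.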

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

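The settings chosen after seeing the data were the 1000 strongest peaks, the 5000 strongest for genes, the promoter share ranked by fold enrichment, chromosomes left out, a −log10 q of at least 10 or at the sensitive bar and, for the promoter share, 5, and, for IBET-responsive genes or motifs, non-promoter peaks and matching on promoter peaks. No paired analysis was possible because each group has 1 library and no replicate is shared. Of 76 alternative values, 31 stayed within the limits set for them, of which 12 are percentiles of IBET-responsive genes at their upper end and 2 come from merging touching peaks, and these 14 show no stability; the cause of the shifts below was not tested unless the setting itself gives it. Values are sensitive, then resistant. With −log10 q of at least 5 there were 62368 and 148314 peaks, 49.1% and 53.0% of genes had a promoter peak, and 49.0% and 20.9% of peaks overlapped. With 50% reciprocal overlap 42.0% and 21.6% overlapped, and 11.2% in both libraries among the 20000 strongest. Shared peaks were 15.8% and 15.9% of the 5000 strongest, 22.9% and 22.7% of the 50000 strongest, and 10.6% and 10.5% when ranked by fold enrichment. Within 2500 bp of a start site lay 42.9% and 19.5% of the 20000 strongest peaks, and 68.3% and 74.7% of genes had a peak as deposited. Among the 5000 strongest 81.1% and 21.9% were at promoters, and the 20000 strongest marked 36.7% and 14.1% of genes. More genes were thus marked in resistant cells in the whole lists and at a −log10 q of at least 5, and fewer among the 20000 strongest, where the weakest resistant peak is the more significant one. Ranked by fold enrichment, 3 rather than 5 gene lists passed the 95th percentile in resistant cells.

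The 1000 strongest peaks were shared at 23.4% and 23.5% and lay at promoters at 90.4% and 34.5%; the 5000 strongest marked 20.4% and 5.41% of genes; ranking by fold enrichment put 30.9% and 9.73% at promoters; and with chromosomes 7, 8, 14, 15, 16 and X dropped from the 20000 the resistant promoter share was 15.7%, with the sensitive one staying inside its interval. The 20000 strongest of the other chromosomes, the definition tried first, gave 31.6% and 14.3%. With −log10 q of at least 5 in both lists 18.4% and 9.30% of peaks were at promoters, and with at least 10 these were 58.5% and 13.8%, and 30.8% and 17.1% of genes had a promoter peak. At the sensitive bar 11.5% of resistant peaks were at promoters, with the sensitive share inside its interval, and 36.7% and 30.1% of genes were marked. The promoter share was higher in the sensitive library in each of these settings, whereas the order of the libraries in marked genes depends on the bar. IBET-responsive genes were above all 10000 random lists in both libraries in each setting tried, a measure at its upper end that hides changes in size. Their ratio to random lists, 1.60 and 1.44 at 50 kb, ranged from 1.27 to 1.92 in the sensitive and from 1.18 to 1.49 in the resistant library, lowest when random lists were matched on a sensitive promoter peak and highest within 10 kb. No peaks touched, so merging touching peaks says nothing about stability. With medians of 11 and 12 fragments per summit, weaker sites are at the limit of detection.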

Other observations

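Gene families grouped by symbol, chosen after the data were seen, differed widely in promoter peaks among the 20000 strongest. Grouping by symbol does not show that every gene counted encodes a protein of the named kind. Spliceosomal Sm, Sf3 and Srsf genes were marked in 28 of 32 cases in sensitive and 10 in resistant cells, tRNA synthetase genes in 31 of 34 and 7, mitochondrial ribosomal protein genes in 66 of 78 and 19, cytosolic ribosomal protein genes in 81 of 101 and 51, proteasome subunit genes in 32 of 40 and 11, and complex I subunit genes in 35 of 46 and 10. Zinc finger protein genes were marked in 205 of 394 cases in sensitive cells, above 100.0% of random lists, and 65 in resistant cells, at the 91.2nd percentile. Canonical histone genes, by contrast, were marked in 7 of 67 and 0 of 67 cases, below nearly all random lists, and olfactory receptor genes in 5 of 1135 and 15. Vomeronasal receptor genes were marked in 1 of 331 and 0, keratin genes in 1 of 53 and 7, and Hox genes in 5 of 39 and 3. As deposited most gaps narrowed, with 29 and 26 spliceosomal, 33 and 25 tRNA synthetase, 74 and 66 mitochondrial ribosomal, 89 and 86 cytosolic ribosomal, 37 and 36 proteasome, 42 and 40 complex I and 303 and 274 zinc finger protein genes. Keratin genes then had 26 and 47, Hox genes 29 and 36, canonical histone genes 21 and 11, olfactory receptor genes 76 and 131, and vomeronasal receptor genes 3 and 12.

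Of the tests below, only the comparison of pileups at shared promoters and the count of libraries were set before the result was seen; the tests of depth, of promoters ranked with the other list's peaks and of chromosome 7 were chosen after. For the smaller share of promoters among the strongest resistant peaks, fewer sequenced fragments in the resistant library are argued against by the ratio of 1.006 implied by the genome-wide background (0.973 without the fragment lengths), provided that MACS2 scaled this level to the captured library, as its defaults do where pileups are whole; the control is not stated, and at 28 sensitive peaks and 1 resistant peak the local background was not computed from the captured library with the default window. Further non-promoter peaks displacing unchanged promoters are argued against as the whole cause if depth was alike: ranked with the resistant non-promoter peaks, the sensitive promoter peaks would make up 28.4% (27.8 to 29.0) of the 20000 strongest and 98.8% of the 1000 strongest, against 14.8% and 34.5% seen, and 30 fragments were reached by 4539 sensitive and 702 resistant promoter peaks, though 15 were reached by 10107 and 10952. Part of the fall from 39.0% stays open to displacement, since resistant promoter peaks ranked with the sensitive non-promoter peaks would still make up 35.7% of the 20000 strongest, though 31.3% of the 1000 strongest. At shared promoters the median ratio of pileup minus background, resistant over sensitive, was 0.869 (bootstrap 95% interval 0.832 to 0.913) over the 3995 pairs among the 5000 strongest resistant promoter peaks, between the bounds set in advance, 0.462 among the 5000 strongest sensitive ones and 0.761 or 0.840 over all, selected in the resistant or sensitive list, so it moves with the selection; at non-promoter peaks it was 1.13 or 1.17 over all and 2.10 or 0.657 among the 5000 strongest of either list, so capture was not lower at all shared sites. Weaker capture of promoters for a technical reason and IBET occupying bromodomains in the living cells cannot be told apart with 1 library per group. The latter is a hypothesis that was not tested.

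Strong resistant peaks were concentrated on chromosome 7 before 110 Mb, a boundary set from the same peak counts. A different response of the libraries to GC content is argued against as the whole cause, since the segment held 3.197 times (bootstrap 95% interval 2.88 to 3.58) the resistant peaks expected from 1 Mb bins of like GC content on the other autosomes. A candidate explanation is more DNA copies of this segment in the resistant cells. The background was above its genome-wide level at 72.1% (71.4 to 72.9) of resistant non-promoter peaks before 110 Mb and 47.3% (46.1 to 48.5) after, with 53.3% and 44.4% in sensitive cells, a gap 15.96 percentage points wider in resistant cells. This remains a hypothesis from 1 library per group, and the library the background came from is not stated: over all non-promoter peaks the step at 110 Mb was small (2.46 to 2.07), and chromosomes 14 and 16 had resistant shares of 69.5% and 69.6% without an excess of that size.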
